# Genome-Wide Linkage Analysis of Global Gene Expression in Loin Muscle Tissue Identifies Candidate Genes in Pigs

**DOI:** 10.1371/journal.pone.0016766

**Published:** 2011-02-08

**Authors:** Juan Pedro Steibel, Ronald O. Bates, Guilherme J. M. Rosa, Robert J. Tempelman, Valencia D. Rilington, Ashok Ragavendran, Nancy E. Raney, Antonio Marcos Ramos, Fernando F. Cardoso, David B. Edwards, Catherine W. Ernst

## Abstract

**Background:**

Nearly 6,000 QTL have been reported for 588 different traits in pigs, more than in any other livestock species. However, this effort has translated into only a few confirmed causative variants. A powerful strategy for revealing candidate genes involves expression QTL (eQTL) mapping, where the mRNA abundance of a set of transcripts is used as the response variable for a QTL scan.

**Methodology/Principal Findings:**

We utilized a whole genome expression microarray and an F_2_ pig resource population to conduct a global eQTL analysis in loin muscle tissue, and compared results to previously inferred phenotypic QTL (pQTL) from the same experimental cross. We found 62 unique eQTL (FDR <10%) and identified 3 gene networks enriched with genes subject to genetic control involved in lipid metabolism, DNA replication, and cell cycle regulation. We observed strong evidence of local regulation (40 out of 59 eQTL with known genomic position) and compared these eQTL to pQTL to help identify potential candidate genes. Among the interesting associations, we found *aldo-keto reductase 7A2* (*AKR7A2*) and *thioredoxin domain containing 12* (*TXNDC12*) eQTL that are part of a network associated with lipid metabolism and in turn overlap with pQTL regions for marbling, % intramuscular fat (% fat) and loin muscle area on *Sus scrofa* (SSC) chromosome 6. Additionally, we report 13 genomic regions with overlapping eQTL and pQTL involving 14 local eQTL.

**Conclusions/Significance:**

Results of this analysis provide novel candidate genes for important complex pig phenotypes.

## Introduction

Integration of transcriptional profiling with genotyping data in segregating populations allows linkage mapping of expression quantitative trait loci (eQTL) [1], [2]. Over the last decade, such studies have been conducted in human cell lines and model organisms [3] and in plant species [2], [4], but in livestock species global eQTL experiments are still sorely lacking. In particular, genetical genomics studies in livestock have concentrated on experimental design and modeling issues [5], [6], [7], [8], on the analysis of selected transcripts [9] or on the comparative transcriptional profiling of genetically diverging lines [6], [10], and only recently has a global analysis been published for pigs [11].

The implementation of eQTL mapping has the potential to uncover gene networks and the genetic control of gene activity, as well as shed light on the genetic architecture of phenotypic variation, through integration with phenotypic QTL (pQTL) results [12].

To date, 5,732 pig QTL have been reported to the PigQTLdb database (http://www.animalgenome.org/QTLdb/) [13] for a total of 588 traits, but a very small proportion of these have materialized into causative variation associated with known genes [14].

The use of eQTL analysis has been demonstrated as a promising tool for narrowing the gap between detected pQTL regions and confirmed causative variants for the pig species [14]. Additionally, eQTL mapping can be used to reconstruct regulatory networks involving endpoint traits and expression traits, resulting in information useful for selection decisions [12]. For example, previous work has detected gene expression traits associated with pQTL for drip loss, an important pork quality trait [9], [15]. However, results were derived from a series of pre-selected transcripts based on phenotypic correlations with a trait of interest. This group has recently performed an eQTL analysis for *longissimus dorsi* transcripts and their association with meat quality traits [11], and they have identified over 9,000 eQTL at a suggestive significance threshold of LOD >2.

In this paper, we present a genome-wide linkage analysis of global gene expression using an F_2_ intercross of two pig breeds (Duroc and Pietrain). We used a sub-sample [7] from a large resource population that we created for pQTL mapping [16], [17]. We tested the expression of almost 20,000 transcripts on a recently developed microarray for linkage across the pig genome. Furthermore, we compared existing pQTL regions with local eQTL to identify candidate genes for traits of interest. We also performed gene set analysis to uncover regulatory networks subject to genetic control.

## Results

### Physical location of oligonucleotides

To evaluate gene expression we used the swine protein-annotated oligonucleotide microarray (Pigoligoarray) [18]. This microarray includes 20,400 unique 70-mer oligonucleotides designed from contigs developed by comparison of expressed sequence tags to phylogenetically defined vertebrate proteins. Our previous publication [18] included comparative annotation for this array, but determining the physical positions of the oligonucleotides in the pig genome was not possible at that time. Determination of local and distant regulatory variation requires knowledge of the physical positions of probes on the expression profiling platform. We aligned 20,400 oligonucleotides from the Pigoligoarray [18] with the pig genome (Build 9; www.ensembl.org). The array included 19,980 non-control probes along with negative and mismatch probes, and we determined the positions for 13,611 oligonucleotides. Therefore, approximately one third of the probes could not be aligned to the current pig genome assembly. A list of these oligonucleotides and their positions is available in the Supporting Information (Table S1). The number of oligonucleotides per chromosome ranged between 286 for *Sus scrofa* (SSC) chromosome 16 to 1,399 for SSC1 (Figure 1). SSC12 presented the highest density of oligonucleotides per megabase, whereas SSC11, 16 and X had the lowest densities. We compared the physical distribution of oligonucleotides with the distribution of automatically annotated genes along the pig genome (Figure 1). Coverage was uniform across chromosomes as shown in Figure 1 where the relative number of genes and oligonucleotides for each chromosome was similar.

**Figure 1:**
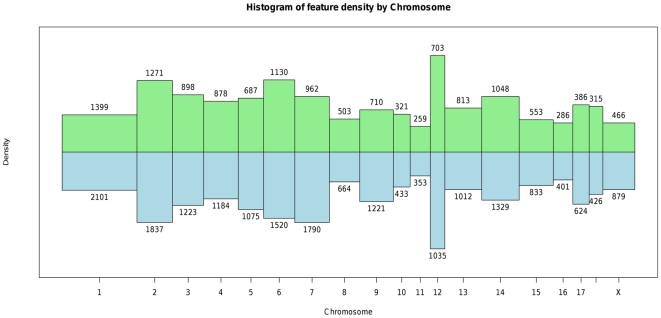
Histogram of oligonucleotide and gene densities across chromosomes. Green bars pointing up represent the distribution of oligonucleotides on the microarray. Blue bars pointing down represent the distribution of genes in the pig genome assembly (Build 9, www.ensembl.org). The bar width is proportional to chromosome length in base pairs, the height of the bar is proportional to the feature density, and the area of the bar is proportional to the feature count. Counts next to each bar represent oligonucleotide (green bars) and gene counts (blue bars).

### Significance tests and putative eQTL

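Loin muscle RNA of 176 F2 pigs from 44 litters was compared on 88 2-color microarrays. Each array paired littermates of the same sex, 1 high and 1 low for the trait on which the litter was selected. Loin muscle area (LMA) was that trait for 24 female and 24 male pairs, and backfat depth (BF) for 20 female and 20 male pairs. The authors took median intensities without background correction, normalized them by print-tip lowess and an overall scale step, and deposited log2 ratios of the pigs on each array. The values are thus differences between littermates, and levels in single pigs and genotypes were not analysed here. All 20736 spots had a value on every array; control spots were not told apart and were kept. A gene symbol was known for 178 spots, covering 175 genes, with 1 symbol per spot; 20558 spots had none. The array medians lay between -0.01 and 0.01, and the number of arrays limits the precision. The SD of the ratios on an array had a median of 0.223 in female and 0.222 in male pairs of LMA litters, and of 0.217 and 0.225 in those of BF litters, and ranged from 0.133 to 0.660 over all arrays. The sources used here do not name which pig of a pair is the numerator. Averaged over arrays, the ratios varied over spots with an SD of 0.02 as they stand and of 0.11 after their sign was turned on the arrays whose high pig carried Cy3. The values of these 47 arrays were written with up to 10 significant digits and those of the other 41 with up to 6. The ratios were therefore taken to run in 1 order of high and low on all arrays, which may be high over low or low over high. Signs below are relative for this reason, and a positive value means more RNA in the numerator pig. For ratios turned to the order of the dyes, a positive value means more signal in 1 of the dyes, and all these signs change together if the order is the other one. Each spot was fitted with limma on the ratios turned to the order of the dyes, with terms for dye, LMA and BF, and p-values were adjusted by Benjamini-Hochberg over all spots.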

The datasets for analysis included gene expression data (normalized log-intensity) for each transcript determined from *longissimus dorsi* muscle (loin muscle) tissue for each F_2_ animal, and genotype and phenotype information for a three generation pig pedigree (F_0_, F_1_ and F_2_ individuals). Genotype information was used to derive breed of origin probabilities across the genome of F_2_ animals at each marker and at 11 equidistant inter-marker positions yielding 1,279 putative QTL positions. We subsequently fit linear mixed models to each expression trait (20,400) and putative QTL position. A nominal p-value was used to test the null hypothesis of no eQTL at each position and expression trait combination. Testing for 1,279 putative QTL positions in almost 20,000 expression traits produced over 26 million p-values that required multiple test correction. Inspection of the quantile-quantile plots of p-values (Figure 2) revealed an excess of smaller p-values compared to what was expected under the null hypothesis. Using a p-value cutoff of P<0.0001, a total of 397 putative eQTL peaks were inferred and 253 of those were associated with oligonucleotides with known physical position. Notably, local (putatively cis-acting) eQTL had in general smaller p-values compared to trans-acting eQTL. The global pattern is represented in Figure 3.

**Figure 2:**
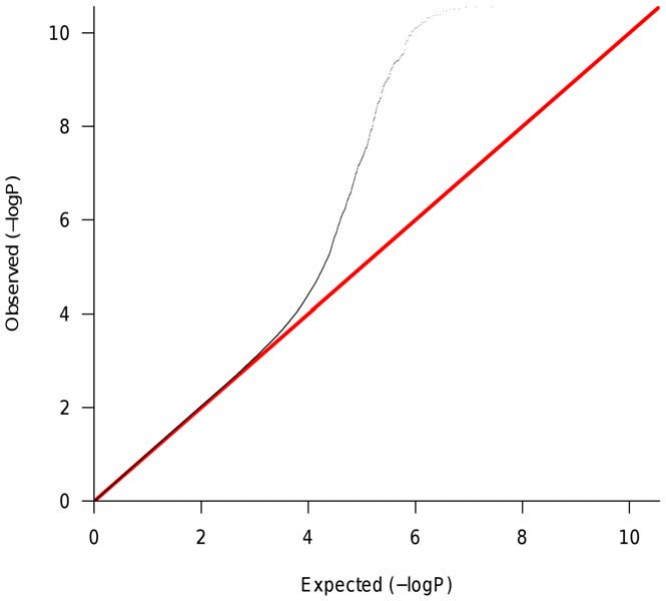
Quantile-quantile plot of p-values. Each point represents the p-value (log-scale) from a test. Expected values are plotted on the horizontal axis and observed values are plotted on the vertical axis. The expected distribution under the null hypothesis is represented by the diagonal red line. An excess of small p-values is observed compared to the null model represented by the red line.

**Figure 3:**
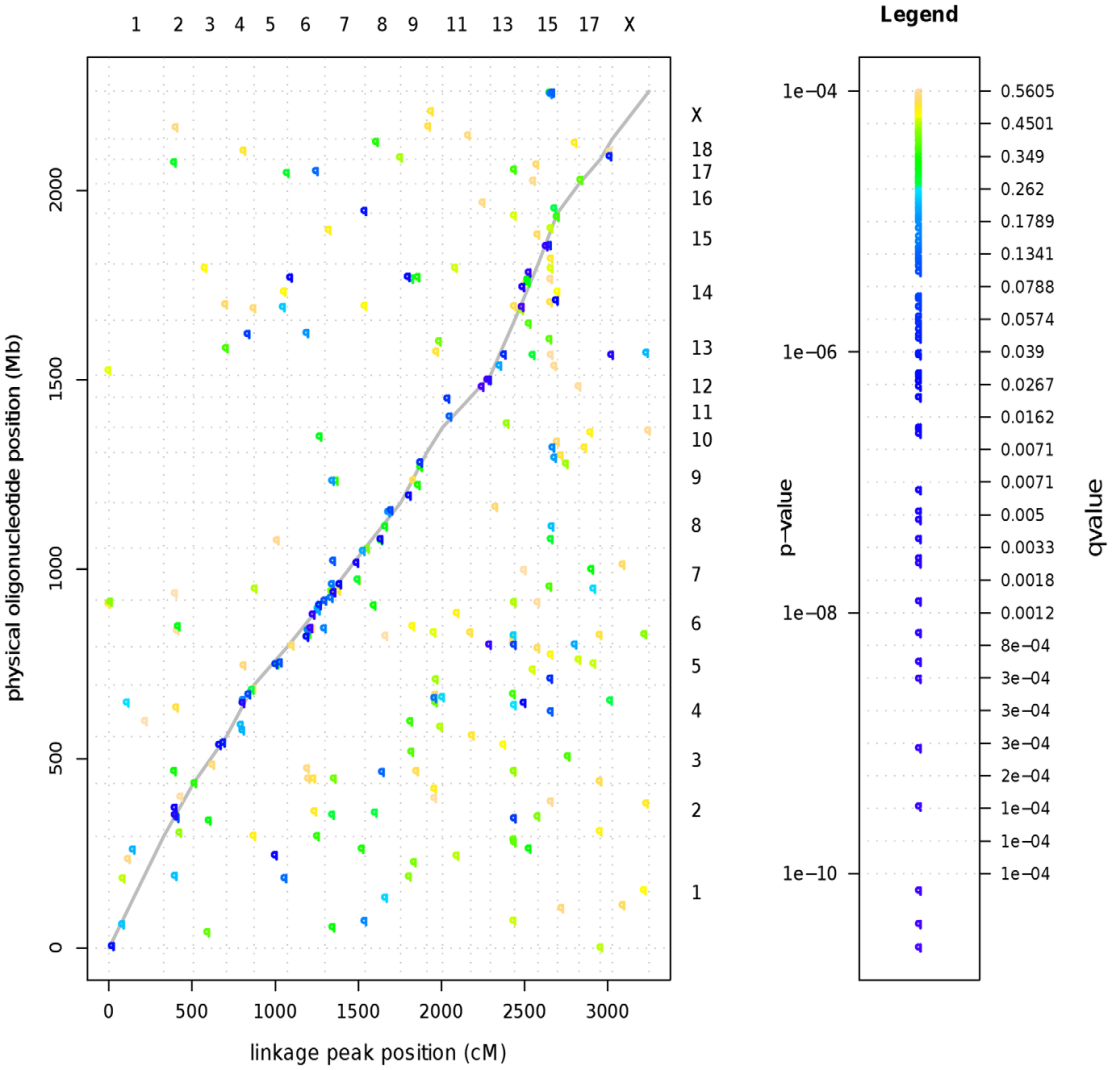
Global plot of physical position of oligonucleotide probe versus linkage position of eQTL across the pig genome. Points along the gray curve represent local eQTL (most likely cis-acting), while points off the line represent trans-acting eQTL. Colors represent increasing significance from yellow to green to blue to indigo.

For individual gene analyses, a more stringent significance threshold (P<0.0000035, FDR<10%) was used. This produced a total of 978 significant tests, corresponding to 62 unique linkage peaks comprising 59 genes with comparative human gene annotation (Tables 1 and 2). The positional analysis of these oligonucleotides indicated that 40 of these 59 eQTL were located on the same chromosome as the physical location of the oligonucleotide (local eQTL). Very limited evidence of hotspots of trans-regulation was found on only SSC13 and SSC15 after correction for multiple tests (Figure 4). At a nominal p-value threshold of P<0.0001, we would expect 20 false positives at any putative QTL position. The hotspot on SSC13 includes 27 eQTL and the hotspot on SSC15 includes 23 significant eQTL. We consider that these putative hotspots are actually not significant once we correct for multiple tests; a confirmation would require a computationally prohibitive permutation analysis [19] and consequently we do not pursue further study of trans regulation in this paper.

**Figure 4:**
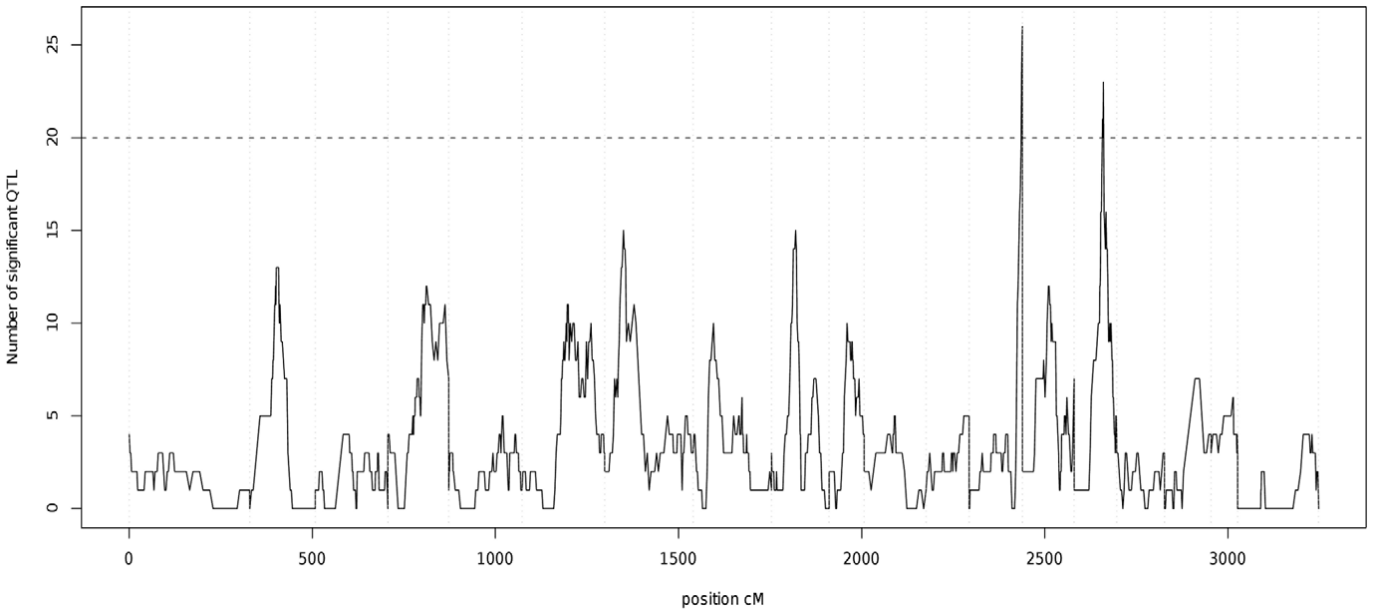
Number of putative eQTL per genomic position (p<0.0001). Vertical dotted lines represent the chromosome limits in the linkage map. The horizontal line indicates the expected number of significant eQTL under the null hypothesis (of no linkage). The number of putative eQTL rises above the threshold in only two hotspots. This indicates that despite finding strong evidence of eQTL, our study does not show evidence of the presence of hotspots.

**Table 1:** Details of eQTL detected on Chromosomes 1–7.

Linkage peak							Annotation		Physical Position			
SSC	cM	Flanking markers		h^2^	Over^a^	p-value	OligoID	HGNC	SSC	Base pair	Method^b^	Local
1	21.2	SW1514	SW1515	4.7%	Du	7.00E-07	19030:2021_CL1Contig1:f	DYNLT1	1	9.6M	BLAT	YES
1	70.6	S0008	S0331	1.5%	Du	1.30E-07	35366:45360_37797494:f	UNKNW				
2	69.3	SW240	S0170	10.9%	Du	2.61E-07	11910:1243_CL4Contig1:f	CKMT2	2	79.1M	BLAT	YES
2	70.5	S0170	S0170	8.9%	Du	2.45E-08	12040:12202_CL2Contig7:r	CYP4F2	2	60.4M	BLAT	YES
2	72.6	S0170	SW1026	5.6%	Pie	6.10E-08	12039:12202_CL2Contig2:r	CYP4F3	2	60.4M	BLAT	YES
2	88.9	SW1026	S0370	5.7%	Du	1.08E-07	12429:2139_CL1Contig1:r	RFXANK	2	61.7M–63.6M	Comp	YES
3	158.4	SW2408	SW2408	9.2%	Du	6.62E-07	NM_213966.1	LCTHIO	3	105.2M	BLAT	YES
3	182.1	SW1327	SW2532	5.1%	Pie	9.99E-07	13665:2306_9018750:f	KCNS3	3	111.3M	BLAT	YES
4	76.4	SW2454	SW2454	4.0%	Du	1.27E-06	9659:11373_CL1Contig2:f	S100A1	4	83.3M–105.2M	Comp	YES
4	92.6	S0107	S0214	8.9%	Pie	2.90E-08	2602:3589_CL1Contig1:f	ZFAND1	4	0.9M–83.3M	Comp	YES
4	100.7	S0107	S0214	10.4%	Pie	1.26E-08	20010:19865_CL1Contig1:f	DUSP12	4	92.5M	BLAT	YES
4	131.1	S0214	S0097	3.1%	Du	2.60E-06	31129:32045_49416036:f	GSTM5	13	112.8M	BLAT	NO
4	131.1	S0214	S0097	8.0%	Du	1.30E-06	30881:32045_CL1Contig1:r	GSTM4	13	113.0M	Comp	NO
4	136.1	S0214	S0097	11.9%	Pie	2.72E-06	33801:32045_59789022:f	GSTM1	4	115M	BLAT	YES
4	136.1	S0214	S0097	12.8%	Pie	2.95E-07	30820:32045_34160672:f	GSTM1	13	113.0M	Comp	NO
4	141.1	S0214	S0097	7.9%	Pie	1.13E-10	33036:32045_CL3Contig1:r	GSTM4	13	113.0M	Comp	NO
5	129.2	SW2	S0005	8.3%	Du	2.69E-07	12773:4749_CL1Contig1:f	ZBTB5	1	249.6M	BLAT	NO
5	132.1	SW2	S0005	16.9%	Du	2.26E-06	10816:45360_CL475Contig1:r	CLEC1A	5	58.5M	BLAT	YES
6	20.4	S0099	SW2406	4.1%	Du	5.55E-07	19460:24177_CL1Contig1:f	Gcsh^d^	14	116.6M	BLAT	NO
6	118.9	S0087	S0220	13.4%	Du	6.83E-07	4057:25577_CL11Contig1:r	ETV2	6	30.3M	BLAT	YES
6	142.1	SW122	SW1881	6.1%	Pie	7.59E-11	5683:11259_CL1Contig1:r	AKR7A2	6	53.3M	BLAT	YES
6	149.0	SW122	SW1881	9.3%	Du	2.85E-10	31282:45360_CL420Contig1:f	ZNF24	4	115.0M	Comp	NO
6	155.8	SW122	SW1881	5.8%	Du	7.17E-09	9232:7693_25014272:r	SSX2IP	6	89.1M	BLAT	YES
6	194.4	SW1881	SW322	4.1%	Du	1.53E-06	9344:7136_CL1Contig1:r	TXNDC12	6	114.0M	BLAT	YES
6	220.8	SW322	SW2419	18.5%	Pie	2.74E-11	15007:3644_CL1Contig1:r	TMEM69	6	88.8M–122.2M	Comp	YES
7	55.4	S0064	SW1369	8.2%	Du	3.76E-08	34740:1138_CL1Contig12:mm2	HLA-A				
7	90.4	SW1369	SW859	13.6%	Pie	6.10E-07	32929:10370_CL1Contig2:r	MRPL14	7	45.6M	BLAT	YES
7	193.8	S0115	SWR773	7.8%	Pie	8.89E-08	688:4338_CL1Contig2:r	ERH	7	101.5M	BLAT	YES
7	241.5	SW764	SW764	6.7%	Du	3.54E-11	17750:32199_CL8Contig1:f	RAP2C				
7	241.5	SW764	SW764	1.8%	Du	9.90E-07	17698:46145_21549326:f	CDH12	16	9.4M	BLAT	NO

a Breed of origin of over-expressed allele: Duroc (Du) or Pietrain (Pie).

b Method used to determine oligonucleotide physical position: BLAST-Like Alignment Tool alignment of 70-mer (BLAT) or Comparative mapping of putative human gene onto pig genome sequence (Comp).

c Local QTL is called when oligo is on same chromosome as eQTL peak.

d Comparative mouse annotation available for this oligo; mouse genome symbol indicated instead of HGNC.

**Table 2:** Details of eQTL detected on Chromosomes 8 – 18 and X.

Linkage peak							Annotation		Physical Position			
SSC	cM	Flanking markers		h^2^	Ove^a^r	p-value	OligoID	HGNC	SSC	Base pair	Method^b^	Local
8	97.0	SWR1101	S0017	13.36%	Du	2.41E-07	11720:14916_CL3Contig1:f	LIMCH1	8	27.7M	BLAT	YES
8	157.9	SW1085	SW1085	6.15%	Pie	2.71E-06	14984:12042_CL2Contig1:r	METAP1	8	104M	BLAT	YES
9	46.9	SW983	SW911	7.19%	Pie	4.59E-07	8945:1411_CL2Contig2-B:r	SUFU	14	118.6M	NA	NO
9	53.3	SW911	SW911	9.29%	Du	6.10E-07	30905:27206_37855971:f	TYRL	9	22.7M	NA	YES
9	57.4	SW911	SW2401	5.76%	Du	1.61E-07	15326:18082_CL1Contig1:f	FOLH1	9	22.4M–22.9M	Comp	YES
9	121.3	SW989	SW2116	4.06%	Du	1.81E-06	3259:8737_CL1Contig1:r	MRPS14	9	110.0M	BLAT	YES
10	72.5	SW1041	SW920	4.44%	Pie	3.04E-06	35383:43456_59812215:r	UNKNW				
11	32.1	S0391	S0071	18.54%	Pie	1.91E-06	34282:31653_CL1Contig1:f	RNF17	11	79.6M	BLAT	YES
12	58.9	SW874	SW874	8.18%	Du	1.16E-07	2013:22635_CL1Contig1:f	PNPO	12	22.0M	Comp	YES
12	69.3	SW874	S0090	13.61%	Pie	2.78E-11	13785:2830_CL1Contig1:f	COIL	12	31.0M	BLAT	YES
12	103.3	S0090	SW2180	7.85%	Pie	3.35E-10	5144:16138_CL1Contig1:r	C17orf49	12	49.6M	BLAT	YES
12	114.1	S0090	SW2180	6.68%	Du	9.65E-07	5157:21325_CL2Contig2:f	RNF167	12	49.2M	BLAT	YES
12	114.1	S0090	SW2180	8.93%	Du	3.20E-09	32110:18719_CL1Contig1:f	EXOSC6	6	9.6M	BLAT	NO
13	85.4	S0068	SW398	1.83%	Du	1.70E-06	6679:12673_CL1Contig1:r	LSM3	13	58.6M	BLAT	YES
13	87.5	S0068	SW398	17.25%	Du	9.47E-10	153:9581_49327461:f	CDV3	13	61.0M	Comp	YES
13	143.5	SW2440	S0215	9.87%	Du	3.46E-06	195:8379_CL1Contig1:f	C21orf57				
13	145.4	S0215	S0215	7.25%	Pie	2.28E-06	12197:11213_CL1Contig1:f	TIMM44	2	51.3M	BLAT	NO
13	145.4	S0215	S0215	11.27%	Pie	2.64E-06	4546:6210_CL1Contig1:f	LDHD	6	9.0M	BLAT	NO
14	46.7	SW510	SW210	21.83%	Pie	4.20E-11	3659:36560_CL1Contig1:f	OAS2	14	39.1M	BLAT	YES
14	50.6	SW510	SW210	11.87%	Pie	5.27E-08	14615:7227_CL1Contig1:f	MMRN2	14	91.7M	BLAT	YES
14	56.3	SW210	SW210	5.24%	Pie	4.10E-07	14324:1651_CL2Contig1:r	GPX8	16	32M	BLAT	NO
14	58.2	SW210	SW886	6.48%	Du	4.60E-07	18899:4742_40469373:f	TOMM40L	4	92.7M	BLAT	NO
14	78.6	SW886	SW886	3.64%	Du	5.86E-07	8680:14598_CL1Contig1:r	AIFM2	14	76.0M	BLAT	YES
14	88.8	SW886	SW55	17.23%	Pie	9.39E-10	8339:13186_CL1Contig1:f	CASP7	14	129.9M	BLAT	YES
15	49.9	S0148	S0088	14.33%	Pie	4.31E-09	8463:8914_CL1Contig1:r	WRN	15	51.1M	BLAT	YES
15	66.0	S0148	S0088	12.87%	Pie	1.83E-06	15786:3609_CL2Contig1:f	OCA2	15		BLAT	YES
15	69.2	S0088	S0088	16.07%	Pie	1.38E-06	NM_214094.2	OCA2	15	53.6M	BLAT	YES
15	77.2	S0088	SW1683	4.52%	Pie	1.80E-06	11328:10595_CL1Contig1:r	CDK2	5	20.3M	BLAT	NO
15	111.1	SW1983	SW1119	1.27%	Du	6.16E-07	33697:14616_54517325:f	NID1	14	56.4M	BLAT	NO
18	59.8	SW1984	SW1984	5.40%	Du	1.30E-06	10346:26772_11504841:f	FAM180A	18	12.0M	BLAT	YES
18	69.5	SW1984	S0062	6.58%	Pie	2.67E-08	17270:2712_CL1Contig1:f	ZFYVE20	13	57.8M	BLAT	NO
18	71.7	SW1984	S0062	3.06%	Pie	3.63E-10	34616:32575_41143090:r	LRBA	8	67.3M	BLAT	NO

a Breed of origin of over-expressed allele: Duroc (Du) or Pietrain (Pie).

b Method used to determine oligonucleotide physical position: BLAST-Like Alignment Tool alignment of 70-mer (BLAT) or Comparative mapping of putative human gene onto pig genome sequence (Comp).

c Local QTL is called when oligo is on same chromosome as eQTL peak.

### Gene networks subject to genetic control

The p-values and fold-changes (relative expression of Duroc to Pietrain allele of origin) for significant eQTL were input into the Ingenuity Pathways Analysis software (Ingenuity Systems, Redwood City, CA, USA) for further data mining of pathways subject to genetic control. Three gene networks were enriched for differentially expressed genes between alleles of alternative breed origin (Table 3). This suggests that the corresponding eQTL genes influence loin muscle tissue accretion via common metabolic pathways. One network associated with lipid metabolism includes two members of the cytochrome P450 4F family of genes which are involved in the metabolism of long chain fatty acids, and these two genes were overexpressed in animals carrying the Duroc allele. This network also contains several genes including *aldo-keto reductase 7A2* (*AKR7A2*), *thioredoxin domain containing 12* (*TXNDC12*) and *translocase of inner micochondrial membrane 44* (*TIMM44*) that have functions related to oxidative stress and which were overexpressed in animals carrying the Pietrain allele. A second network associated with the cell cycle and lipid metabolism includes three members of the glutathione S-transferase mu family as well as *glutathione peroxidase 8* (*GPX8*), again showing an increase in expression of genes with functions related to oxidative stress in animals with the Pietrain allele. This network also includes two genes overexpressed in animals with the Duroc allele that function as transcriptional repressors (*zinc finger protein 24* (*ZNF24*) and *enhancer of rudimentary homolog* (*ERH*)). A third network associated with DNA replication, recombination and repair, the cell cycle, and cell death includes several genes that function in cell growth or the cell cycle which were all overexpressed in animals carrying the Pietrain allele (*cyclin-dependent kinase 2* (*CDK2*), *methionyl aminopeptidase 1* (*METAP1*), *suppressor of fused homolog* (*SUFU*), *synovial sarcoma X breakpoint 2 interacting protein* (*SSX2IP*), and *Werner syndrome RecQ helicase-like* (*WRN*)). These results support these genes and networks as promising candidates for sources of variation in growth, carcass merit and meat quality observed in this population.

**Table 3:** Description of three networks enriched for eQTL genes.

Associated terms	Gene Symbols^a^
Lipid Metabolism, Small Molecule Biochemistry, Post-Translational Modification	ACTN1, **AKR7A2,** CASP2, CASP4, **CASP7,** CCNE1, CTSD, CYP4F2, CYP4F3, DNAJA3, **DUSP12,** DYNLL2, DYNLT1, HNF4A, LSM3, MRPS14, PAWR, PNPO, PSMA1, **RAP2C,** RNF167, **S100A1,** SART3, SLC2A4, SOCS3, **TIMM44,** **TXNDC12,** UBE2M, **ZFYVE20**
Cell Cycle, Drug Metabolism, Lipid Metabolism	AIFM2, BYSL, **CASP7,** CBL, CCDC130, CCNE1, CEP70, **COIL,** ERH, FOLH1, **GCSH,** **GPX8,** **GSTM1,** **GSTM4,** **GSTM5,** IGSF21, **LRBA,** MAD1L1, MYO5B, MYO6, NID1, PINK1, PSME3, PTPRK, TGFB1, TP53, TSPYL2, **ZBTB5,** ZBTB16, ZNF24
DNA Replication, Recombination, and Repair, Cell Cycle, Cell Death	BCL2L12, CASP3, **CASP7,** **CDK2,** CENPC1, CKMT2, CTNNB1, CXCL12, DFFB, E2F4, EXOSC6, GAS2, HSH2D, KCNS3, LIMCH1, **METAP1,** MRPL14, MYC, **OAS2,** **RFXANK,** RNF17, **SSX2IP,** **SUFU,** **WRN**

a Gene symbols in **bold** denote genes with significant eQTL and overexpressed in animals carrying the Pietrain allele. Gene symbols that are underlined denote genes with significant eQTL and overexpressed in animals carrying the Duroc allele. Gene symbols in black denote genes in the network with no eQTL detected. Networks and associated terms were determined using the Igenuity Pathways Analysis software (Ingenuity Systems, Redwood City, CA, USA).

### Co-localization analysis

Analysis for pQTL was performed for over 60 growth, carcass merit and meat quality traits measured on the Michigan State University Duroc x Pietrain F_2_ resource population [16], [17]. Many of these traits were measured on (or were directly related to) the same tissue where mRNA abundance was measured (i.e., loin muscle). We subsequently performed a co-localization analysis between pQTL and eQTL, and significant pQTL traits observed in this analysis were related to muscle size and meat quality. Co-localization analysis of pQTL and eQTL traits revealed 62 overlapped eQTL/pQTL regions, significantly more than expected by chance. We grouped these into 13 common genomic regions (Table 4) on seven chromosomes. Thus, these loci are candidate genes for the pQTL. Four pQTL regions linked to muscle size traits overlap local eQTL for *DYNLT1* on chromosome 1, *TXNDC12* on SSC6, *MRLP14* on SSC7 and *WRN* on SSC15. 

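Littermates differed widely in loin muscle RNA of OCA2, a melanosomal membrane protein needed for pigment synthesis. Its log2 ratio ran from -2.90 to 2.80 and went beyond 2-fold on 13 of 88 arrays, on 7 with a positive and on 6 with a negative sign, whereas the median spot did so on 0 arrays. The residual SD of OCA2 was 0.80, against 0.14 for the median spot, which placed it above 99.3% of spots. A one-sided comparison with 10000 spots drawn at random (p = 0.0058) restates this rank and is no separate test of chance. The ratio was 0.13 ± 0.53 (SD, n = 24 arrays) in female and 0.13 ± 1.13 (SD, n = 24) in male pairs of LMA litters, and 0.01 ± 0.76 (SD, n = 20) in female and 0.09 ± 0.68 (SD, n = 20) in male pairs of BF litters. Without the array farthest from each group's mean, these means were 0.06, 0.26, 0.12 and 0.01. The lowest ratio came from the male pair of litter 56, the array with the widest ratios; without the 4 arrays of widest ratios the range was -2.01 to 2.80, with 12 of 84 arrays beyond 2-fold. OCA2 did not pass the limma test for either trait, with a coefficient of 0.13 for LMA (standard error 0.12, unadjusted p = 0.274) and of 0.04 for BF (standard error 0.13, unadjusted p = 0.724). The LMA coefficient was 0.20 without the 4 arrays, a setting chosen after seeing the data, and the BF coefficient 0.14 with array weights. Other genes of pigmentation, chosen after their values were seen, had a smaller spread. The residual SD was 0.33 for MC1R, the melanocortin receptor of melanocytes, above 87.6% of spots. It was 0.18 to 0.20 for the 4 spots of ASIP, the agouti signaling protein, and 0.06 for DCT, an enzyme of melanin synthesis, above 5.86% of spots. Of the 62 probes listed in Tables 1 and 2 and the 14 genes of Table 4, OCA2 was the 1 that could be paired with a spot, and the ratios carry no breed of origin. From the overlap of eQTL and pQTL, the paper reasons that such loci are candidate genes for the pQTL. For OCA2 the overlapping pQTL are of meat color traits, so the LMA and BF coefficients do not test that reasoning.

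**Figure D1:**
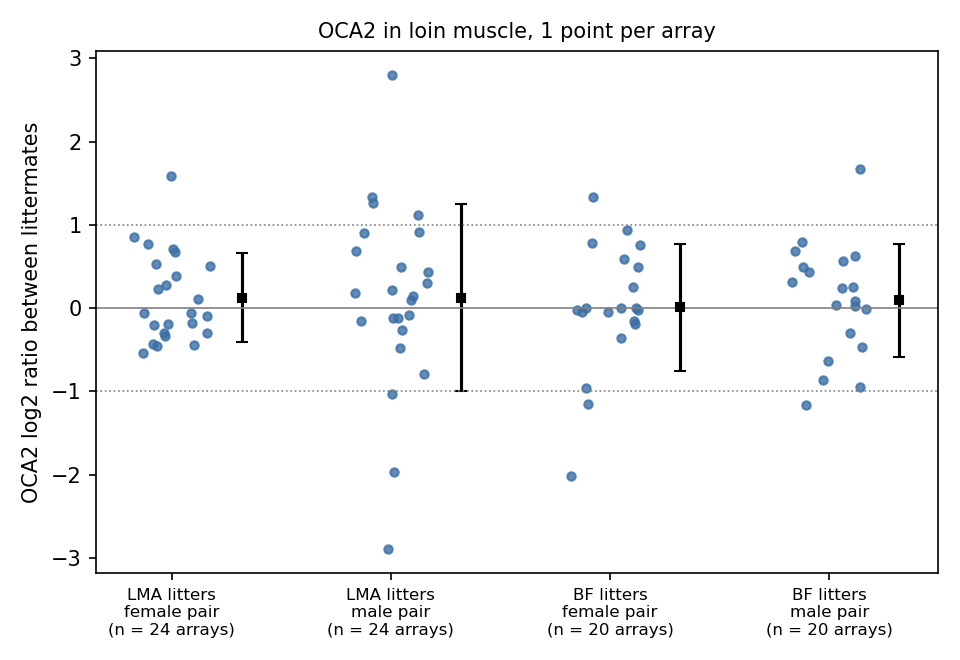
Log2 ratio of OCA2 between littermates on each of the 88 arrays (y axis), by selection trait and sex of the pair (x axis). Points are arrays, squares and bars are the mean and SD of a group, and dotted lines mark 2-fold differences; the widest group is the male pairs of LMA litters, with 7 of its 24 arrays beyond 2-fold.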

Traits related to meat color have pQTL overlapping eQTL on SSC15 (*OCA2*) and SSC8 (*LIMCH1*, *METAP1*). Expression QTL regions on SSC6 (*AKR7A2*) and SSC12 (*PPNO*, *COIL*) overlap pQTL for intramuscular fat traits. Moisture content had three pQTL regions coincident with local eQTL (*PPNO*, *COIL* on SSC12, *ETV2* on SSC6 and *LIMCH1* on SSC8). Protein content had two pQTL regions associated with eQTL, one on SSC6 that also coincided with pQTL for muscle size (*TXNDC12*) and another on SSC15 (*CDK2*). A pQTL region for meat tenderness overlapped the eQTL for *WRN* (SSC15) that also coincided with pQTL for muscle size. Ultimate meat temperature had a pQTL coincident with an eQTL for *TMEM69* on SSC6. Finally, a single eQTL region for loin muscle off-flavor on SSC2 overlapped a local eQTL for *RFXANK*.

**Table 4:** Overlapping eQTL and pQTL regions.

SSC	cM^a^	eQTL (gene symbols)	pQTL	p-value^b^
1	8–26	DYNLT1	Loin muscle area	0.006
2	84–100	RFXANK	Meat off -flavor	0.004
6	106–124	ETV2	% Moisture	0.005
6	137–147	AKR7A2	Marbling, % Fat	<0.0001
6	180–199	TXNDC12	% Protein, Loin muscle area, Loin chop weight	0.006
6	216–226	TMEM69	Ultimate meat temperature	<0.0001
7	85–101	MRPL14	Carcass length, Loin muscle area	0.003
8	83–111	LIMCH1	b^*^, % Moisture	0.006
8	153–168	METAP1	L^*^	0.003
12	46–74	PNPO, COIL	% Fat, % Moisture	0.004
15	45–64	WRN	Loin muscle area, Tenderness	0.009
15	55–74	OCA2	L^*^, a^*^, Meat color	0.002
15	72–85	CDK2	% Protein	0.007

a Total length of the overlapped region in cM.

b Largest overlap p-value between pQTL and eQTL traits.

## Discussion

We performed a genome-wide linkage analysis of global gene expression in a segregating swine population. Previous studies of eQTL in pigs used a global expression array [9], but the analysis itself was restricted to a set of pre-selected genes based on correlations with a trait of interest [9], [15]. In contrast, we did not pre-screen probes on the microarray for differential expression or correlations, but instead performed a QTL scan for transcript abundances derived from each probe. In this way, we did not bias the eQTL discovery towards genes correlated with a particular trait at the expense of introducing multiple testing that when accounted for may result in less power. Recently, Ponsuksili et al. [11] performed QTL analysis of expression traits in *longissimus dorsi* muscle of a Duroc x Pietrain cross. They used a different significance criteria than we used in our study leading to over 9,000 putative eQTL. Among their findings, they identified local eQTL for *OCA2* and *AKR7A2* in similar chromosomal positions to local eQTL for these transcripts that we identified in our study.

Deriving eQTL profiles for each of 20,000 probes is a computationally prohibitive task using publicly available software for QTL mapping in crosses of outbred lines [20]. Consequently, we programmed a computationally tractable implementation of the line cross model [21], that can accommodate random and fixed effects as required by two-color microarray data [22]. All programs are available upon request from the authors.

The expression platform used was the Pigoligoarray [18], which allowed us to infer local (on the same chromosome) or distant eQTL for over 13,000 probes. Comparatively, an alternative expression platform from the Affymetrix company currently has less than 9,000 probesets mapped to the pig genome (www.ensembl.org; queried April 2010 using http://www.biomart.org/). The physical position of oligonucleotides on the Pigoligoarray was generated as part of this work and is made available as additional annotation (Table S1).

To set a threshold for declaring statistical significance, we used a stringent p-value cutoff of P<3.5×10^−6^. Due to the many simultaneous tests performed, this resulted in a FDR of 10%. Even with this significance level we found 62 eQTL, of which 40 had linkage peaks on the same chromosome where the oligonucleotide was physically located.

This analysis has revealed new gene targets for further validation as potential genes controlling variation in pig pQTL traits. Among the local (potentially cis-acting) eQTL genes, many have limited functional information reported for any species. However, for eQTL genes that have been studied, although they would not have been obvious functional candidates for the pQTL trait phenotypes, consideration of their known functions can reveal potentially new biological roles for these genes in pig skeletal muscle.

The genes encoding *aldo-keto reductase 7A2* (*AKR7A2*) and *thioredoxin domain containing 12* (*TXNDC12*) both have roles in oxidative stress and cellular detoxification. Our results revealed a significant *AKR7A2* eQTL coincident with pQTL for % intramuscular fat and marbling traits on SSC6. While *AKR7A2* has been shown to be ubiquitously expressed in numerous human tissues including skeletal muscle [23], no reports have examined *AKR7A2* in skeletal muscle under varying physiological states. However, Picklo et al. [24] reported *AKR7A2* expression to be elevated in cerebral cortexes of Alzheimer's disease patients, a disease associated with elevated aldehyde products. *TXNDC12* has also been shown to be expressed in many human tissues including skeletal muscle [25]. While no studies have considered the function of *TXNDC12* in skeletal muscle, its role as a thiol-disulfide oxidoreductase in other cell types has been demonstrated [26], [27], [28]. Our results indicate SSC6 pQTL for protein content, loin muscle area (LMA) and loin muscle chop weight coincident with an eQTL for *TXNDC12*.

An eQTL for *dynein light chain Tctex-type 1* (*DYNLT1*) coincident with a pQTL for LMA was observed on SSC1. *DYNLT1* is a component of the dynein complex which is part of the microtubule-based motile process within the cellular cytoskeleton [29]. Microtubules are not present in appreciable amounts in the cytoskeleton of skeletal muscle [30]. *DYNLT1* is most highly expressed in human immune system cells and testis, and is expressed at relatively lower levels in skeletal muscle (BioGPS; http://biogps.gnf.org/), although expression was detected in all tissues examined by Watanabe et al. [31] using northern blot analysis, with skeletal muscle exhibiting relatively high abundance compared to other tissues. Reports regarding the function of *DYNLT1* have focused on the role of this gene in mouse neuron development [32] and have included observations of direct interaction of this protein with specific neuronal Ca2+ channels in rats [33]. Further research will be needed to determine if this gene has a similar function in pig skeletal muscle tissue.

*Werner syndrome protein* (*WRN*) is a member of a family of RecQ helicases that are involved in maintenance of genome stability. *WRN* has roles in DNA replication and repair, transcription, and telomere maintenance, and defects in *WRN* cause Werner syndrome, an autosomal recessive disorder associated with premature aging [34]. Our results identified a *WRN* eQTL coincident with pQTL for LMA and tenderness on SSC15. While no studies have been reported regarding the role of *WRN* in skeletal muscle, the functions of this protein in cell growth and transcription support the potential effects on muscle size and meat quality phenotypes observed in this study and indicate that further study is warranted.

An eQTL for *cyclin-dependent kinase 2* (*CDK2*) coincident with a pQTL for protein content was observed on SSC15. *CDK2* is involved in control of the cell cycle and also has cell cycle independent functions including DNA damage repair [35]. In skeletal muscle, *CDK2* has been shown to be a part of the mechanism that tightly controls MyoD levels and subsequent myoblast cell cycle progression or exit into differentiation [36]. In addition, Thomas et al. (2000) demonstrated with in vitro studies that myostatin decreased levels and activity of *CDK2* in myoblasts and also altered expression of other cell cycle components which led to arrest of myoblasts in the G(1)-phase of the cell cycle. While no studies have considered the function of *CDK2* in postnatal muscle satellite cells or mature myofibers, further study is needed to evaluate the potential role of this gene in pig skeletal muscle growth and to confirm the association of this gene with skeletal muscle protein content.

The *oculocutaneous albinism II* (*OCA2*) gene has been studied extensively for its role in the mammalian pigmentary system [37]. Allelic variants of *OCA2* define human blue-brown eye color; *OCA2* also functions in melanin synthesis within melanocytes, and aberrant *OCA2* alleles cause type 2 oculocutaneous albinism in humans. Our results identified a significant *OCA2* eQTL coincident with a pQTL for both objective and subjective meat color phenotypes on SSC15. No previous studies have reported an association of this gene with muscle color. Additional research will be needed to confirm this association and to determine if the cellular mechanism involves tyrosine transport similar to the mechanism in melanocytes.

This whole genome linkage analysis of global gene expression provides insight into genes and gene networks subject to genetic control in a segregating pig population. Individual gene analyses allowed identification of candidate genes in previously mapped pQTL regions.

## Methods

### Animals and genotyping

The Michigan State University (MSU) pig resource population is an F_2_ cross originated from 4 F_0_ Duroc sires and 16 F_0_ Pietrain dams. The full pedigree includes a single large family of 20 F_0_, 56 F_1_ and 954 F_2_ animals. We have previously published details of this cross [17]. Briefly, from the F_1_ progeny, 50 females and 6 males were retained to produce the F_2_ generation. Pigs were weaned at 16 to 25 (mean 19.8) days of age and moved into nursery pens. All diets fed were MSU standard swine farm diets that met or exceeded National Research Council [38] requirements for all nutrients at each production stage. At 10 weeks of age, F_2_ pigs were moved into finishing facilities at the MSU Swine Teaching and Research Farm. Pigs had *ad libitum* access to feed and water.

Of the 954 total F_2_ animals for which growth, carcass and meat quality phenotypes were recorded, 510 F_2_ pigs along with the F_0_ and F_1_ pigs were genotyped for 124 microsatellite markers (3–9 makers per chromosome) in an initial genome scan [16], [17]. These 510 animals were sampled from 61 litters across all farrowing groups and represented all F_1_ sires with at least 100 grand progeny from each F_0_ sire. By using the three generation pedigree, the breed of origin probability for each putative QTL position can be obtained if the QTL is assumed fixed for alternative alleles in each breed.

### Ethics statement

Experimental procedures were approved by the All University Committee on Animal Use and Care at Michigan State University (AUF# 09/03-114-00).

### Phenotype collection

Details of growth, carcass and meat quality phenotypes collected on the MSU Duroc x Pietrain resource population have been reported previously [16], [17]. Briefly, live animal traits collected on the F_2_ pigs included body weight at birth, weaning, and 6, 10, 13, 16, 19 and 22 weeks of age. In addition, B-mode ultrasound (Pie Medical 200SLC, Classic Medical Supply Inc., Tequesta, FL) estimates of 10^th^-rib backfat (BF10), last-rib backfat (LRF), and loin muscle area (LMA) were recorded at 10, 13, 16, 19 and 22 weeks of age. The average daily gain from 10 to 22 weeks of age and the number of days to reach 105 kg were calculated from these body weight measures [17]. At each of these timepoints, measures of fat-free total lean (FFTOLN), total body fat tissue (TOFAT), empty body protein (EBPRO), and empty body lipid (EBLIPID) were calculated [17]. For slaughter, pigs were transported to one of two abattoirs. A total of 176 pigs were slaughtered at the federally inspected MSU Meat Laboratory (East Lansing, MI) to facilitate tissue collection for the current study, and the remaining pigs were slaughtered in a federally inspected plant in western Michigan (DeVries Meats, Coopersville, MI). Slaughter age was 165.8±9.2 d (112±9 kg live body weight). Carcass traits collected included hot carcass weight (HCW), and loin muscle pH and temperature at 45 min and 24 hour postmortem. Dressing percentage was calculated by dividing HCW by live slaughter weight. After overnight chilling, midline first-rib backfat, last-rib backfat, last-lumbar backfat, number of ribs, and carcass length measurements were recorded [16]. Weights of primal cuts of ham, closely trimmed loin, picnic shoulder, Boston shoulder, belly and spareribs were also recorded [16]. A section of loin from the 10^th^ rib to the last rib of the left side of the carcass was further evaluated for meat quality traits at MSU. Traits included scores for subjective color, marbling and firmness, objective color scores of CIE L* (lightness), a* (redness) and b* (yellowness) using a Minolta CR-310 colorimeter, drip loss, cook yield, and Warner Bratzler shear force [16]. Samples were also evaluated for proximate composition (moisture, fat and protein) and a trained sensory panel evaluated samples for juiciness, muscle fiber and overall tenderness, connective tissue, and off-flavor [16].

### Gene expression

We utilized a recently developed pig whole-genome 70-mer oligonucleotide microarray for this study. The swine protein-annotated oligonucleotide microarray, or Pigoligoarray, was evaluated by our group for use in pig gene expression studies and we reported on the utility of this microarray, as well as information regarding hybridization and analysis methods [18]. The Pigoligoarray includes 20,400 oligonucleotides. Probes were designed from contigs by comparison of pig expressed sequence tags (ESTs) to phyogenetically defined vertebrate proteins and were annotated using descriptions of homologous proteins (http://www.pigoligoarray.org). The microarray includes 60 negative control probes and six mismatch hybridization stringency control probes designed against each of 60 contigs with the highest EST count in the database. Further annotation of Pigoligoarray probes to include HUGO Gene Nomenclature Committee (HGNC) identities was reported by our group [18].

*Longissimus dorsi* (loin) muscle tissue was sampled from 176 F_2_ pigs slaughtered in the MSU Meat Laboratory. The 176 F_2_ pigs were selected from 44 litters (4 per litter). Within each litter, pigs were selected for transcriptional profiling using a selective phenotyping strategy which consisted of choosing the two extreme males and females within each litter for a trait of interest. For 24 litters loin muscle area was the selection criteria while for the other 20 litters, the extreme pigs were selected based on backfat depth. This selective profiling strategy has been previously described by our group [7]. Tissue samples were flash frozen in liquid nitrogen and stored at – 80°C. Total RNA from 1.0 g of each tissue sample was extracted using TRIzol reagent (Invitrogen Corp.) according to the manufacturer's instructions. RNA concentration and quality were determined with an RNA 6000 Pico LabChip® kit using an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.). Samples were paired for microarray hybridizations within sex and within litter such that extreme phenotype males and extreme phenotype females within a litter were paired on microarrays. In addition, dyes were balanced so that, within a litter, samples of high phenotype males and low phenotype females had the same dye, and each dye was used equally for each phenotype group across the experiment.

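The labels gave the high pig Cy5 on 24 and Cy3 on 24 arrays of LMA litters, with 12 of each in either sex, and the high male and high female carried different dyes in all 24 litters. In BF litters the high pig carried Cy3 on 23 and Cy5 on 17 arrays, and the high pigs of a litter carried different dyes in 11 litters and the same dye in 9. Many spots had ratios that followed the dye, and the genes named here were chosen after their values were seen. Intensities were not analysed here, so spots with a signal near background could not be told apart. PRL, the pituitary hormone prolactin, had the dye coefficient farthest from 0 of the named spots, -0.62 (standard error 0.05, limma adjusted p = 3.25e-20), and its ratio in dye order was above 0 on 4 of 88 arrays. ESR2, an estrogen receptor, had a dye coefficient of -0.54, and GAD2, an enzyme of GABA synthesis, one of -0.47, with 1 of 88 arrays above 0. On the other side stood ATP5G1, a subunit of mitochondrial ATP synthase, at 0.17 (adjusted p = 1.55e-04, above 0 on 63 of 88 arrays) and MYH7, the myosin heavy chain of slow fibers, at 0.15 (adjusted p = 0.00953, above 0 on 55 arrays). Of the 178 named spots, 119 passed for dye, 33 with a positive and 86 with a negative coefficient. Which dye a positive coefficient favors is not known, and both counts change places if the ratio runs in the other order. Over all spots 12673 passed (61.1%), 6361 with a positive and 6312 with a negative coefficient, and the median size of the coefficient was 0.05. Across named spots, which are not independent replicates, the mean ratios in dye order of LMA and BF arrays had a correlation of 0.962 and the same sign for 162 spots; the order of the ratio was itself chosen from this relation over all spots. With litter as a random replicate block, 12225 spots passed for dye.

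**Figure D2:**
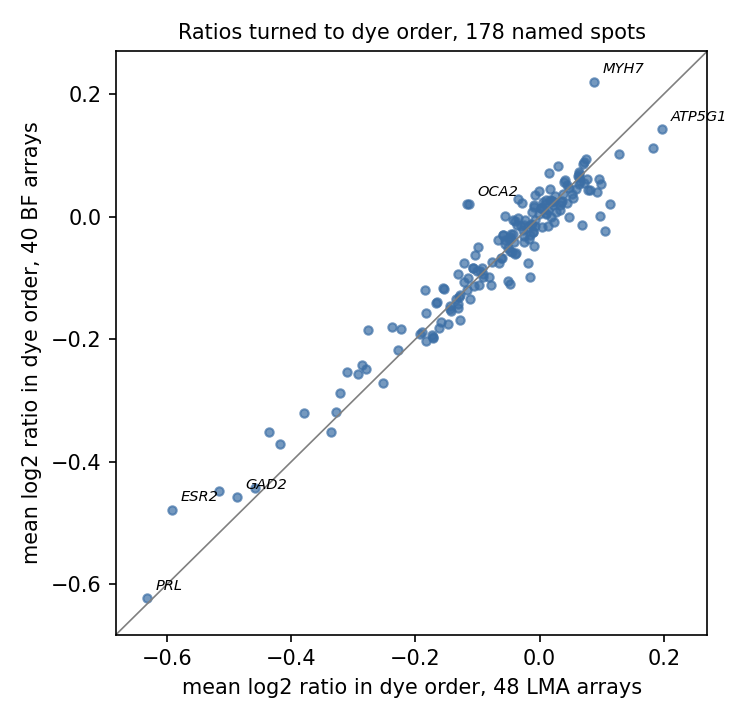
Mean log2 ratio in the order of the dyes of each of 178 named spots on the 48 arrays of LMA litters (x axis) and the 40 arrays of BF litters (y axis). Each point is 1 spot and the line marks equal means; PRL lies farthest from 0, and the order of the ratio was chosen from the same relation over all spots.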

Sample preparation, microarray hybridization and processing were as previously described by our group [18]. Briefly, for each sample, 1 µg of total RNA was reverse transcribed with a T7 oligo(dT) primer using the Amino Allyl MessageAmp™ II aRNA Amplification Kit (Ambion Inc.) according to the manufacturer's instructions. After aRNA purification, 10 µg of aRNAs were labeled with N-hydroxysuccinate ester Cy3 or Cy5 dyes (GE Healthcare). The labeled aRNAs (2.5 µg) were purified, combined with Slide Hyb #1 solution (Ambion Inc.) and denatured at 70°C. Hybridizations were performed in sealed cassettes (ArrayIt, TeleChem International, Inc.) for 18 h at a humid 54°C. Following hybridization, slides were washed and rinsed as we have reported previously. Fluorescent images were detected by an Axon GenePix® 4000B scanner (Molecular Devices), and fluorescence intensity data were collected using GenePix® Pro 6 software (Molecular Devices) after spot alignment. The gene expression data were deposited in the NCBI Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) [accession number GSE23351]. Median intensities were extracted and normalized using a within-print-tip lowess location normalization and an overall scale normalization [39] with no background correction. This normalization removed intensity dependent biases from each printing block in each slide. 

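ASIP, the agouti signaling protein, had 4 spots that lay in 4 different printing blocks. Its ratios in dye order went together from array to array, with correlations of 0.639 to 0.733 over the 6 pairs of spots (Spearman's rho 0.669 to 0.735, permutation p = 1e-05 for each pair, the smallest that 100000 permutations can give). They were 0.625 to 0.730 without the 2 arrays farthest out, 0.643 to 0.766 in LMA litters and 0.506 to 0.694 in BF litters. The SD between the 4 ASIP spots had a median of 0.09 over arrays, against an SD between arrays of 0.20 for a single ASIP spot. Their mean ratios in dye order lay between -0.19 and -0.15, so the 4 spots shared a dye effect. This effect may vary between arrays, and pairs of spots of different genes with a like dye effect were not compared. The correlations are thus not shown to come from ASIP RNA alone. Over all spots, block medians lay between -0.02 and 0.03. Values near 0 follow from the print-tip lowess, which centers each block. On the median array, the lowest median absolute deviation of the 48 blocks was 0.643 times the highest, and 0.737 to 0.761 times in 20 random reassignments of the spots to blocks. Blocks of 432 spots were inferred from the order of the spots, and dependence on intensity was not examined because intensities were not analysed here.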

The resulting normalized data were expressed in the log_2_ scale.

### Statistical analysis

The following linear mixed model was fit to normalized log-intensity data on an oligonucleotide-by-oligonucleotide basis:
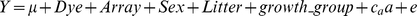
where *Y* is the normalized log-intensity, *Dye*, *Sex* and *growth_group* are fixed effects accounting for systematic variation, and *Array* and *Litter* are random effects. Growth group had four categories corresponding to the extremes for selection criteria: 1) High loin muscle area, 2) low loin muscle area, 3) high back fat and 4) low back fat. The additive eQTL coefficient *c_a_* was derived assuming that the parental breeds were fixed for alternative eQTL alleles [21]. A t-test for the additive eQTL effect *a* was performed at each of the 1,279 putative eQTL positions (at every marker and 11 inter-marker positions) for each expression trait and the p-values were corrected for multiple testing (q-value) across all traits and positions. A preliminary analysis considered P<0.0001 (FDR<56%) as significance threshold. Candidate eQTL analysis on individual genes used P<0.0000035 (FDR<10%).

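No gene passed the test between high and low littermates for either trait, so the values of named genes here are those with the smallest p. For LMA these included NPG4, a protegrin of neutrophils, at -0.07 (standard error 0.02, unadjusted p = 0.00946, above 0 on 15 of 48 arrays), and at -0.03 with array weights. PLIN1, which coats lipid droplets of adipocytes, had a coefficient of 0.05 (standard error 0.02, unadjusted p = 0.0128, above 0 on 27 of 48 arrays), and of 0.03 with array weights. The rest of the 10 were NPW, KCNA5, RPN2, SCAMP1, ELSPBP1, ARR3, GNAS and TNFSF4, with coefficients between -0.05 for the potassium channel KCNA5 and 0.15 for RPN2, a subunit of oligosaccharyltransferase. For BF, JUN, a subunit of the transcription factor AP-1, had a coefficient of 0.23 (standard error 0.07, unadjusted p = 0.00278, above 0 on 29 of 40 arrays). KCNA5 stood at -0.06 (unadjusted p = 0.0122, above 0 on 11 of 40 arrays) and KLK1, tissue kallikrein, at -0.09 (unadjusted p = 0.0154, above 0 on 15 arrays). The rest were PIK3C3, GLRB, CYP21A2, BMP15, GHRL, UTS2 and LMCD1, between -0.06 for PIK3C3, a phosphatidylinositol kinase, and 0.27 for LMCD1, a LIM-domain protein. Of 20 gene lists for muscle, fat and other cell types, 9 had a named spot, with 12 genes in all, and 0 of these passed over all spots for LMA or BF. Adjusted over the list alone, 1 of the adipocyte markers PLIN1 and RETN passed for LMA, PLIN1 (adjusted p = 0.0255), and 0 members of the other lists did. That call was lost under 5 of 7 alternatives, with an adjusted p over the list of up to 0.204. As a set, the adipocyte markers had a camera adjusted p of 0.119 for LMA and 0.741 for BF. MYH7 and LMCD1, from the list of slow fiber genes, had 0.119 and 0.290, and the macrophage and lymphocyte markers CD4 and TYROBP 0.470 and 0.741. With an estimated correlation the adjusted p for LMA was 0.154 for the adipocyte markers and for the slow fiber genes. Single members, which also did not pass, were ACADS of fatty acid oxidation, ATP5G1 of oxidative phosphorylation, MYOD1 of myogenesis, PSMB8 of antigen presentation, HBE1 of blood and the Y-linked SRY. By limma, 0 of 20736 spots passed for LMA (871 at an unadjusted p under 0.05, where chance gives 1037) and 0 for BF (772). With litter as a random replicate block both counts were 0 as well (1155 and 757 at an unadjusted p under 0.05). Array weights gave 0 for both too, with 1028 and 1460 unadjusted. The unadjusted counts thus lay on either side of chance, depending on the fit. For the difference between male and female pairs in these effects, limma gave 0 spots for LMA (1508 at an unadjusted p under 0.05) and 0 for BF (887). That fit took the male and female arrays of a litter as independent. Litter as a fixed replicate block gave 0 for both as well, with 1260 and 739 unadjusted. Across spots, which are not independent, the LMA and BF coefficients had a correlation of -0.0865 (permutation test over 100 assignments of the high pig, two-sided, p = 0.64). Changes were simulated in the residuals of these arrays, with 200 changed spots of each size in the same run. Differences of 0.1 were recovered for 71.4% of changed spots for LMA and 66.0% for BF. Differences of 0.2 were recovered for 92.5% and 89.0%, and differences of 0.4 for 99.5% and 99.2%. The adjusted threshold is stricter when fewer spots change, so these rates are too high for a few changed spots. The sign of each array was drawn at random, which also removed the correlation within litters. Among the 25% of spots with the widest spread, differences of 0.1 were recovered for 15.0% and 8.92% and differences of 0.2 for 71.6% and 58.3%, so differences of 0.1 would mostly have been missed there.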

### Physical localization of oligonucleotides relative to localization of eQTL

All oligonucleotides were aligned against the pig genome (Build 9; www.ensembl.org) using the BLAT [40] sequence alignment tool. Up to 3 mismatches were allowed and multiple alignments of the same oligonucleotide sequence were discarded as they indicated ambiguous positions due to problems with the genome assembly or with the oligonucleotide design. By comparing the position of each significant linkage peak to the physical position of the corresponding oligonucleotide, local and distant eQTL were declared. We declared local eQTL as those where the linkage peak and the oligonucleotide in question were on the same chromosome and distant eQTL as those where the eQTL and the oligonucleotide were on different chromosomes. All distant eQTL are trans-acting, whereas only a proportion of the local eQTL are cis-acting. While the local eQTL are putatively cis-acting, it is not possible to make definitive determinations from the current map resolution with the available genomic sequence and marker density.

### Gene networks subject to genetic control

Oligonucleotide annotation was obtained from our previous work [18]. The corresponding HGNC name and its associated QTL p-value and fold-change (relative expression of Duroc and Pietrain allele of origin) were input into the Ingenuity Pathways Analysis software (Ingenuity Systems, Redwood City, CA, USA) to test for enrichment of functional categories.

### Co-localization of eQTL and pQTL

A set of 67 phenotypic traits has been previously analyzed for QTL (pQTL) in this cross [16], [17]. For the current study, we repeated the pQTL analysis to account for a different mapping function and to compute multiple test p-value corrections (FDR). Standard QTL analysis approaches were applied as we have previously reported [16], [17]. Given a particular eQTL region, delimited by a 5 cM interval to each side of the peak, all overlapping pQTL regions were selected [4]. The probability of two intervals of this length (10 cM) overlapping in a 3,000 cM long genome (the length of our linkage map) is 
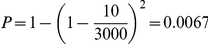
. We computed a p-value for observing (by chance) an overlap as long as the one observed in each eQTL/pQTL region (distance between center of intervals smaller or equal to the observed one) using this expression: 
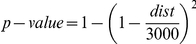
, where dist is the distance between two eQTL. Note that this formula does not depend on the length of the interval. The formulas were derived assuming uniform distribution of the center of the interval and verified using Monte-Carlo simulation.

## Supporting Information

Table S1 **Position of oligonucleotides in the pig genome.** Position is relative to the beginning of the chromosome (SSC). Pig Genome information corresponds to Build 9; accessible at: www.ensembl.org.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

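Loin muscle RNA of Duroc x Pietrain F2 pigs was hybridized in pairs of littermates of the same sex to 2-color oligonucleotide arrays. The authors deposited log2 ratios, 1 per spot and array, from median intensities without background correction after print-tip lowess and an overall scale normalization. The values were used as deposited, with no further normalization. Intensities of the channels, genotypes and phenotype values were not analysed here, so linkage itself was not tested.

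Each array was mapped to its litter, sex, selection trait and dye of the high pig from its labels. The labels give another amount of RNA for reverse transcription than the methods do, which changes no value. Across spots, the mean ratios of LMA and BF arrays had a correlation of 0.938 after they were turned to the order of the dyes and of -0.0748 as deposited, and the number of digits followed the dye of the high pig on 88 of 88 arrays. The ratio was therefore read as high against low littermate in 1 fixed order, with an unknown numerator, and multiplied by -1 on arrays whose high pig carried Cy3 before fitting.

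Spots were named through the accessions of the array's annotation. Control spots were not known and stayed in the test. Neither the other eQTL probes of Tables 1 and 2 nor the network genes could be paired with spots, so their spread, the comparison of local with distant eQTL, the pairs of neighboring eQTL probes, the networks and the mismatch probes were left out.

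Linear models were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) with a dye intercept and columns for LMA and BF, and male and female pairs were compared by contrasts. Spots passed at a Benjamini-Hochberg adjusted p under 0.05. The tests, the alternatives and the 20 gene lists were fixed before the data were examined, except those stated to be chosen later. Tests chosen later include correlations between single spots and between arrays of a litter, and spots far out on 1 array. The genes named for each trait are the 10 named genes with the smallest p, because fewer than 3 passed, together with the genes of Tables 1, 2 and 4 that have a spot and up to 4 members of each list. Genes named for dye, ASIP in the comparison of blocks, and genes named for their spread were chosen after their values were seen. Lists with at least 2 named members were tested with camera at a preset correlation of 0.01 and at an estimated one. The spread of a spot is the SD of its residuals, given as a percentile of all spots. Correlations between spots were tested with 100000 permutations of the arrays, and their p-values for Pearson's r were adjusted by Benjamini-Hochberg over the named spots. These permutations took all arrays as exchangeable, although arrays of 1 litter were correlated (consensus correlation 0.126), so the p-values may be too small.

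The fit was tested on simulated data with 10 runs, each with 200 changed spots for every size of difference at once. On average 13.8 unchanged spots were called for LMA and 11.5 for BF. The alternatives were litter as a replicate block, arrays of 1 trait or 1 sex only, no dye term, other scalings, array weights from limma, a filter on spots of low spread and a looser threshold. For single results they were rank correlations, moderated t values, another measure of spread, raw ratios, an estimated correlation and fry. Arrays with an SD above 0.4 left out, and ratios read in the order of the dyes as deposited, were added after the data were seen.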

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

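The tests in this part were chosen after the results were seen, except the SRY test of the litter 88 array. The condition on the spread of the SRY spot was not in the rule written before.

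OCA2 lies outside the ordinary range of spread, and 1 spot without a gene symbol followed it across the 88 arrays, a correlation between spots outside those the paper describes unless that spot is its other OCA2 probe. The correlation was 0.897 (Spearman's rho 0.895, permutation p = 1e-05 for each, the smallest that 100000 permutations can give), against 0.567 for the next spot and at most 0.596 for any of 20735 spots over 9999 permutations (p = 1e-04 over all spots, the smallest these can give). It was 0.894 without the 2 arrays farthest out, 0.886 in LMA and 0.941 in BF litters, and 0.906 in male and 0.890 in female pairs. Noise of a single spot is argued against by this correlation between spots in different printing blocks, and a few poor arrays by the spread of OCA2 without the 4 arrays of widest ratios, above 99.5% of spots. A heritable difference between littermates may explain it, and the unnamed spot may be the other OCA2 probe of Table 2, where the paper lists both probes with an eQTL on the same chromosome and the same over-expressed allele, but genotypes and probe sequences were not analysed here.

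The female pair of litter 88 (BF) had 10 spots with a ratio beyond 1.5 in size on this array and below 1 on all others, and all 10 were negative. Such spots occurred on 22 arrays, with 100, 47, 45 and 32 on the 4 arrays of widest ratios, and of the 7 arrays with at least 5 of them, those of litters 88 and 60 had all on 1 side. The spots of litter 88 lay in 8 printing blocks, inferred from spot order, and 21.4% of random sets lay in as few, so a damaged part of the array stays open. The second pig has an odd animal number like the males. SRY had a ratio of 0.0184 in size, against up to 0.176 on other arrays, and 59 arrays had a larger one. By the rule written before, a male pig would have given a ratio beyond every other array, which was not seen. But no other array pairs a male with a female, and the spot varied less than most (percentile 3.80). A male pig labelled female therefore cannot be told apart from a female one. No biological explanation was tested.

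Arrays of 1 litter deviated together on average. The median correlation of residuals in dye order was 0.118 within litters and -0.0141 between litters (mean within litters 0.137, permutation p = 1e-05, the smallest they can give). Single litters ran from -0.378 to 0.544, and 24 of 44 were above 0.1. In the 35 litters whose high pigs carried different dyes the median was 0.117 (mean 0.126, permutation p = 4e-05), which argues against like differences between high and low pigs in both sexes as the whole explanation, but opposite differences would give the same sign. In the 9 litters whose high pigs carried the same dye the mean was 0.177 (permutation p = 0.0038), which argues against opposite differences as the whole explanation and is consistent with a technical condition shared by the arrays of a litter. Shared day, slide or RNA preparation could not be separated. A level shared by all pigs of a litter cancels in ratios of littermates, and alleles that differ between littermates were not tested.

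The female pair of litter 60 (LMA) had 11 spots beyond 1.5 on this array and below 1 in size on all others, all of them positive, in 11 printing blocks.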

How the results depend on the processing

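Leaving out the 4 arrays with an SD above 0.4 and reading the ratios in the order of the dyes were chosen after the data were seen. The counts of spots for LMA and BF were 0 by limma under all 10 alternatives fitted apart from that reading, and 0 at a looser adjusted p of 0.1. At an unadjusted p under 0.05 they gave 591 to 1155 spots for LMA and 526 to 1460 for BF. Both lowest counts came from the filter on spots of low spread, which left 13824 spots to test. Over all 20736 spots the lowest were 630 for LMA and 654 for BF. The difference between sexes stayed at 0 under 4 alternatives each (1051 to 1271 and 739 to 1208 unadjusted), and the dye count ran from 12225 to 13177. Ratios read in the order of the dyes as deposited gave 10503 spots for LMA, 9411 for BF and 0 for dye (660 unadjusted), because this reading turns the dye effect into the trait columns. The correlation of LMA and BF coefficients ran from -0.154 to -0.0499, the percentile of OCA2 from 99.1 to 99.5, and 0 gene lists passed under fry or an estimated correlation. Adjusted over the list alone, PLIN1 passed under 2 of 7 alternatives for LMA, and CD4 passed for BF with only the arrays of that trait (limma adjusted p 0.0288). ATP5G1 had a limma p of 0.0422 in that fit, which is unadjusted because its list had 1 measured member. Coefficients were compared for OCA2 and the 10 named genes with the smallest p for each trait. All 22 kept their sign, but 5 moved by over 1.5 times. For LMA these were NPG4 from -0.07 to -0.03, PLIN1 from 0.05 to 0.03 and OCA2 from 0.13 to 0.20. For BF they were OCA2 from 0.04 to 0.14 and BMP15 from -0.02 to -0.01. HBE1, a list member outside these, changed sign, for LMA from 0.004 to -0.003 with quantile normalization. For BF it went from -0.012 to 0.005 without the dye term. The real counts are 0, so 100 of 100 splits give as many by construction and do not test chance; the highest other counts were 1 for LMA, 13 for BF, 517 for the sex difference in LMA and 1 in BF. The split with 517 gave 0 without the 4 arrays of widest ratios, so it depended on these arrays. Not run were the other eQTL probes, the GSTM family left out, the networks and the mismatch probes, for lack of paired spots. The filter on missing values and the spots of a gene kept apart change nothing here. Signal over background was not analysed here.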

Differences from the paper's values

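The only values both computed here and stated in the paper were counts of the design, so no result of the paper was tested. They were 176 pigs, 44 litters, 24 LMA and 20 BF litters, and 20736 spots against 20400 oligonucleotides. None differed by more than 1.5 times. The paper states that high males and low females of a litter shared a dye. By the labels the high pigs of a litter carried different dyes in 35 of 44 litters, in all 24 LMA litters and in 11 of 20 BF litters, and the same dye in 9 BF litters. The paper also states that each dye was used equally for each phenotype group. The labels give this for LMA, with 24 arrays each, and 23 arrays with the high pig on Cy3 against 17 on Cy5 for BF.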

Other observations

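Genes and pairs in this part were chosen, and their tests run, after their values were seen. The permutations did not keep the arrays of a litter together, so their p-values may be too small. LMCD1, a LIM-domain protein of striated muscle, varied most between littermates among the named genes, with a residual SD of 0.99, above 99.8% of spots. In this ranking ITGB1, an integrin that links muscle fibers to their matrix, came after OCA2 with a residual SD of 0.62. MYOD1, the myogenic transcription factor, had a residual SD of 0.50. LMCD1 and MYOD1 went together over the 88 arrays, with a correlation of 0.705 (Spearman's rho 0.573, permutation p = 1e-05 for each, the smallest they can give, adjusted p = 0.00013 over 177 named spots). It was 0.653 without the 2 arrays farthest out, 0.648 without the 4 arrays of widest ratios, 0.730 in LMA and 0.650 in BF litters, and 0.599 in male and 0.840 in female pairs. An adjusted p this low requires that other named spots also had permutation p-values at or near the smallest with LMCD1. The correlation is thus not particular to MYOD1. A dye effect that varies between arrays was not examined for the pairs named here. MYH7, the slow myosin heavy chain with a residual SD of 0.49, did not go with LMCD1 (correlation 0.145, permutation p = 0.18, rho 0.0642, permutation p = 0.55, adjusted p = 0.51), although the list of slow fiber genes written here held both. It went with RPN2, a subunit of oligosaccharyltransferase, at 0.537 (rho 0.570, permutation p = 1e-05 for each, adjusted p = 0.0018), at 0.559 without the 2 arrays farthest out, at 0.574 in LMA and 0.505 in BF litters, and at 0.514 in male and 0.574 in female pairs.

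OCA2 and NPG4 had a correlation of 0.453 (permutation p = 0.00015, rho 0.212, permutation p = 0.047, adjusted p = 0.03), which rests on the 2 arrays farthest out, as it was 0.240 without them. The first principal component of the residuals held 24.6% of the variance, and 3 arrays of LMA litters carried most of that component, those of the male pair of litter 56 (28.2%) and the female pairs of litters 32 (17.9%) and 12 (17.2%). The female pair of litter 54, the other array with an SD above 0.4, carried 0.10%, and that of litter 53, with an SD of 0.38, carried 8.48%.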
